A study of Mus musculus with 12 samples.

How the data were processed

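Messenger RNA was measured by bulk RNA sequencing in endothelial cells isolated fresh from the lungs of 12 wild-type C57BL/6J mice, an inbred laboratory strain. There were 4 groups of 3 libraries, set by age and by what had been given through the nose 24 h before collection. The weanlings were 21 days old and the adults 10 weeks old. Groups and replicate numbers were taken from the sample titles, and every library had a group.

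The deposited values were raw read counts per gene symbol, 1 value for each gene and library, in a single table of 53762 genes for the whole series. Per the labels' protocols, RNA was extracted with a column kit and libraries were built by a commercial provider. The aligner, the counting tool, the genome build, the annotation, the use of strand and any read filter were not stated by the labels or by the table. From the values alone, the columns held whole numbers that summed to a different total in each library, from 24.1 to 32.3 M. Each column name matched the library name in 1 sample's labels, and 0 columns were left unused. Of the genes, 17637 had no count in any library. Because the build was not stated, no coordinates are given and genes are named by the symbols of the table.

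The depth sets the precision. A floor of 3 counts corresponded to between 0.0929 and 0.124 CPM (counts scaled to a common library total of 1 M) across the libraries. No molecular identifiers were described, so floors cover counting error only. Replicates were compared before they were averaged. The chi-square statistic per degree of freedom between libraries of the same group ranged from 16.8 to 187 over genes with counts, so no pair agreed within counting noise and each library was treated as a separate sample.

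Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by trimmed means of M values (TMM), which removes differences in composition between libraries. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 18074 genes. All 12 libraries entered a single model with 4 group means, so that every contrast shared an estimate of the spread. The common biological coefficient of variation was 25.3%. The 5 contrasts were infection in weanlings, infection in adults, age after saline, age after infection, and the age-by-infection interaction, which is the log2 change in weanlings minus that in adults. Age contrasts are weanling over adult. Standard errors were derived from the coefficient and the F statistic. P-values were adjusted by the Benjamini-Hochberg method over all tested genes of a contrast and the threshold was an adjusted p of 0.05. CPM values use TMM-scaled library sizes.

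Gene lists were written from general knowledge before the data were examined, as were the grouping, the designs, the rule for named genes and most alternatives. The lists covered targets of the transcription factor NF-kB, interferon-stimulated genes, the cell cycle and endothelial identity. They held 40, 44, 40 and 42 tested genes and were tested with camera of limma 3.58.1, two-sided, with an inter-gene correlation of 0.01 and adjustment over 20 tests. A list's value is the median log2 change of its tested genes. Its score in a library is the mean log2 CPM of those genes, with a prior count of 2. The share of counts in each of 9 lists of cell-type marker genes was compared by exact two-sided permutation tests of 3 against 3 libraries, adjusted over 36 tests. Such a test cannot give a p-value under 0.1.

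Genes were named by rule. For each contrast these were the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with a mean of at least 5 CPM and, for contrasts of a pair of groups, no overlap between them. A panel of 10 inflammatory and endothelial genes was added whatever its result. Sex-linked genes were kept for the closing observations. Fold changes against groups with no library above 3 counts were computed against that floor and are lower bounds. In a GENCODE M21 annotation, which may not be the one the authors used, all 32 named genes were found by symbol and 14 overlapped another annotated gene. Reads of those genes may be shared, since the use of strand was not stated.

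Groups shared replicate numbers 1 to 3 in the titles. The numbers denote different animals, so the main design carried no block, and fits with the replicate number as a block were made as an alternative. Whether same-numbered libraries deviated together from their group means was checked by correlation across genes. The other alternatives were no low-count filter, a filter at a mean of 1 CPM, median-of-ratios size factors, library size only, the Wald test of DESeq2 1.42.0, only the libraries compared, a further threshold of a log2 change of 1, and each library left out in turn. For lists and marker shares they were the fry test, lists without leukocyte markers and chemokines, mean log2 CPM, and tested genes as the denominator. After the data were seen, a correction for transcript GC content (a loess curve with span 0.4 on the 97.4% of tested genes with a GC value), the same correction with the replicate block, and a camera test with the inter-gene correlation estimated from residuals were added.

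The scripts were tested on simulated data drawn from the means and library sizes of the real genes. With 17548 genes tested and 200 changed, 69% of the changed genes were recovered in a contrast of a pair of groups, with 4 false calls among 142. For the interaction the figures were 46%, with 6 false calls among 98. In a contrast with nothing changed, 0 genes were called. Simulated genes varied independently and the groups otherwise shared a common mean profile, whereas 8773 and 10265 real genes passed for infection. The simulation therefore does not test library scaling or false calls when so many genes change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.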

Results

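Endothelial cells, which line the blood vessels, were isolated from the lungs of weanling and adult C57BL/6J mice. Each animal had received either Pseudomonas aeruginosa, a Gram-negative bacterium that causes pneumonia, or saline 24 h earlier. The design asked how the inflammatory response of the lung endothelium to bacterial pneumonia differs with age. Each of the 4 groups held 3 libraries. Total counts ranged from 24.3 to 25.9 M in weanlings given saline and from 28.8 to 32.3 M in infected weanlings. They ranged from 26.3 to 31.1 M in adults given saline and from 24.1 to 28.7 M in infected adults. Of 53762 genes, 18074 had enough counts to be tested.

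The 10 most abundant genes of a library held between 5.46% (Wilson 95% interval 5.45% to 5.47%) and 8.35% (8.34% to 8.36%) of its counts. The TMM factor, which corrects library size for composition, was 1.17 ± 0.023 (SD, n = 3) in weanlings given saline and 0.948 ± 0.052 (SD, n = 3) in infected weanlings. It was 1.13 ± 0.042 (SD, n = 3) in adults given saline and 0.801 ± 0.035 (SD, n = 3) in infected adults. Composition therefore differed between saline and infection by more than the spread between replicates. The first principal component of log2 CPM held 61.3% of the variance and parted the infected from the saline libraries. The second held 13.7% and parted the ages within each treatment, weanlings at 45.1 to 83.1 and adults at -47.5 to -46.3 after infection, and weanlings at 0.66 to 7.54 and adults at -18.2 to -17.6 after saline. Weanling Pseudomonas replicate 1 lay at 20.7 on the first component, between the saline libraries, which ran from -91.7 to -70.0, and the other infected weanlings at 88.8 and 93.3. The infected adults lay at 89.4, 110.4 and 91.3. Weanling saline replicate 1 held 6378 counts from genes of the Y chromosome and the other 11 libraries at most 508.

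**Figure D1:**
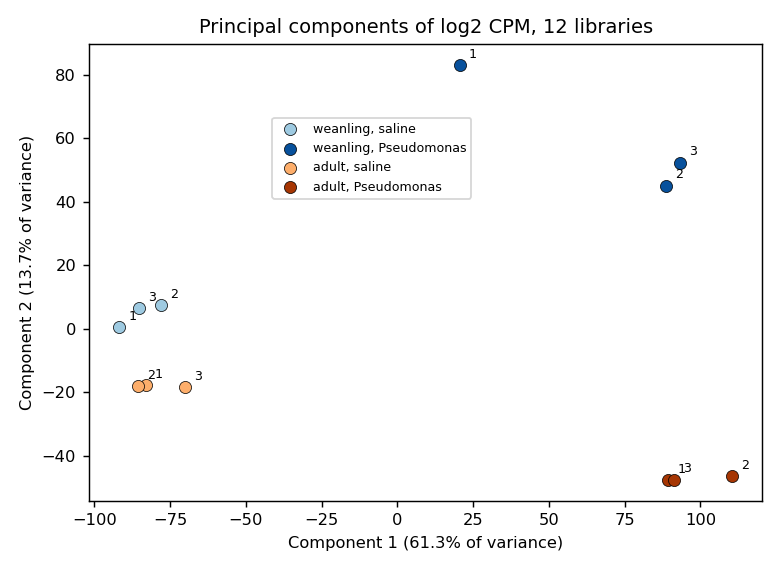
Principal components of log2 CPM over 18074 tested genes, with a point for each of the 12 libraries and the axes giving the scores on components that held 61.3% and 13.7% of the variance. Saline libraries sit between -91.7 and -70.0 on the first axis, infected libraries between 20.7 and 110.4, and weanling libraries lie above 0 and adult libraries below 0 on the second axis in both treatments.

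Infection was first compared with saline within weanlings. By edgeR's quasi-likelihood test, 8773 of 18074 genes passed an adjusted p of 0.05, 4441 higher and 4332 lower after infection, and 5205 of them changed by a log2 value of at least 1. Of the alternatives, dropping the TMM correction moved the split between higher and lower genes most. With library size only, 9245 genes passed, 2931 higher and 6314 lower, and the median log2 change of all genes moved from -0.02 to -0.31. Leaving out single libraries gave between 6891 and 10484 genes. Saa2, a serum amyloid gene, rose from 0.104 ± 0.037 to 49.2 ± 5.9 CPM (SD, n = 3 each). Its log2 change was 8.83 (SE 0.44, adjusted p 2.6e-07), a fitted value that rests on 2 to 4 counts in each saline library. Its reads are uncertain because Saa1 has a near-identical sequence. Csf3, encoding a granulocyte growth factor, rose by 8.65 (SE 1.00, adjusted p 4.8e-05), to 354 ± 275 CPM (SD, n = 3). Ccl7, a monocyte-attracting chemokine, had at most 2 counts in any weanling saline library and was at least 219-fold higher after infection, at 23.6 ± 4.1 CPM (SD, n = 3; adjusted p 3.0e-06). The largest falls were those of H19, a long noncoding RNA, from 51.5 to 1.08 CPM (log2 change -5.57, SE 1.24, adjusted p 0.0032), and of Ppp2r2c, from 8.83 to 0.201 CPM (log2 change -5.44, SE 0.66, adjusted p 6.6e-05). The transcript 4930549C15Rik changed by -4.34 (SE 0.40, adjusted p 1.0e-05). H19, Ppp2r2c and 4930549C15Rik each overlap another annotated gene and are uncertain to that extent.

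The same comparison in adults gave 10265 genes past the threshold, 4715 higher and 5550 lower, of which 6513 changed by a log2 value of at least 1. When libraries were scaled by size only, 11342 genes passed, 2695 higher and 8647 lower, and the median log2 change of all genes moved from -0.10 to -0.60. Deviations of same-numbered adult libraries had a mean correlation of -0.16 across genes, against 0.080 for differently numbered ones. This gives no sign that same-numbered libraries deviated together. The result with the replicate number as a block is given here only as an alternative. With the block, 9943 genes passed, 4542 higher and 5401 lower, and 9807 of these passed without it as well. In the same fit with the block the NF-kB list had a median log2 change of 3.72 (adjusted p 1.2e-32), the interferon list -0.31 (adjusted p 0.43), the cell cycle list 0.58 (adjusted p 0.088) and the endothelial identity list 0.04 (adjusted p 0.72). Lbx1, a homeobox transcription factor gene, had at most 1 count in any adult saline library and was at least 596-fold higher after infection, at 62.5 ± 6.4 CPM (SD, n = 3; adjusted p 1.1e-05). Csf3 rose by a fitted 9.26 (SE 1.05, adjusted p 3.4e-05), with 0, 1 and 44 counts in the saline libraries. Its change ran from 8.71 to 13.65 when a library was left out. Mt2, a metallothionein gene, rose by a fitted 8.59 (SE 0.85, adjusted p 1.5e-05) that rests on 0 to 6 counts in each saline library. Gja5, encoding a gap-junction protein of arterial endothelium, fell from 78.1 ± 19.4 to 4.81 ± 2.67 CPM (SD, n = 3 each; log2 change -4.01, SE 0.51, adjusted p 6.8e-05). 4930549C15Rik changed by -4.27 (SE 0.41, adjusted p 1.3e-05) and E030026E10Rik by -4.19 (SE 0.54, adjusted p 7.5e-05). The latter lies within Ldb2, and Mt2 and Gja5 also overlap other annotated genes.

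All 10 panel genes passed the threshold at both ages, and the count was also 10 with adjustment over the panel alone. In weanlings the log2 changes of Icam1, Vcam1, Sele and Selp, which encode leukocyte adhesion molecules, were 4.71, 2.34, 6.30 and 5.23. In adults they were 5.23, 1.36, 5.89 and 6.28. The log2 changes of the inflammatory mediators Cxcl1, Ccl2 and Il6 were 8.17, 8.12 and 7.12 in weanlings and 7.88, 4.70 and 5.36 in adults. Nfkbia, which encodes an inhibitor of NF-kB, rose by 2.31 and 3.83, and Irf1, an interferon regulatory factor gene, by 1.01 and 1.16. Tek, encoding the endothelial angiopoietin receptor, had log2 changes of -1.48 and -0.94. The adjusted p-values of the panel were at most 0.0081 in weanlings and 0.0028 in adults, the values of Irf1. Icam1, Vcam1, Selp, Ccl2 and Irf1 each overlap another annotated gene.

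**Figure D2:**
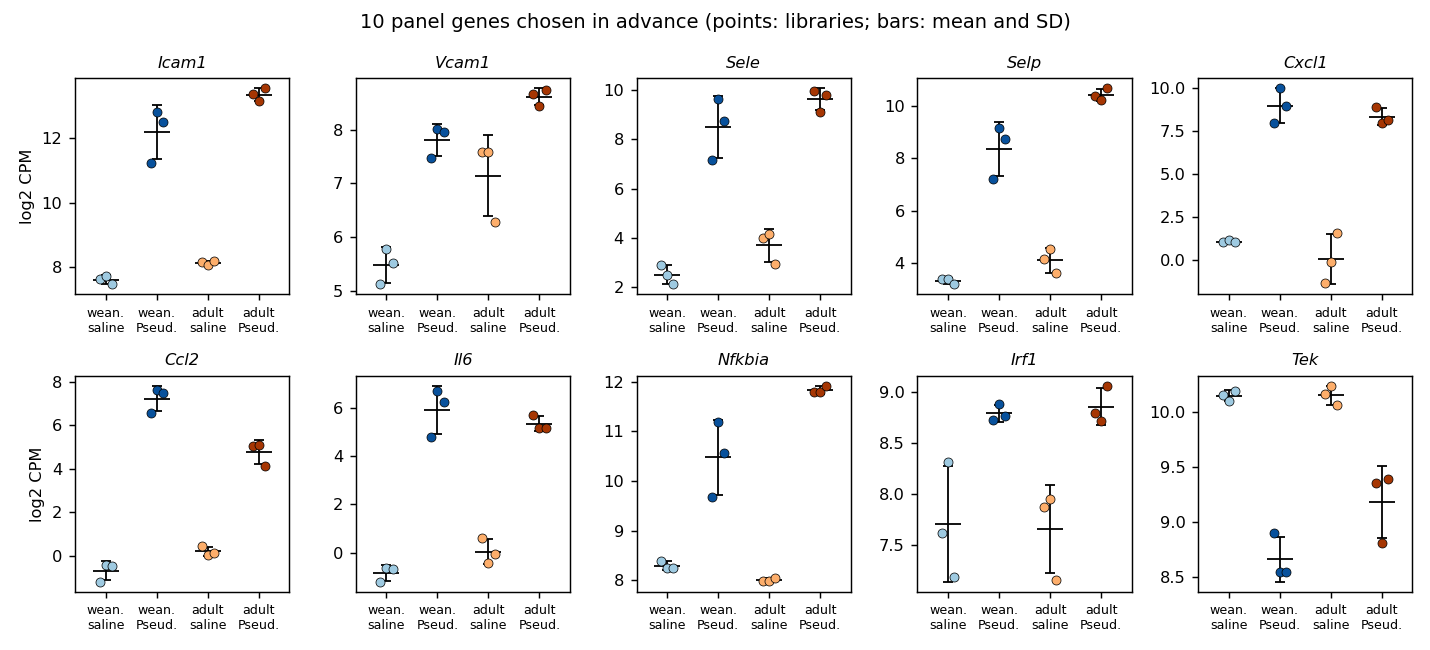
Log2 CPM of the 10 panel genes in each of the 12 libraries, with points for libraries and bars for group means and SD. Tek was lower after infection at both ages (1137 to 408 CPM in weanlings and 1140.5 to 593 CPM in adults) and the other 9 genes were higher.

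At both ages together, 6460 genes passed the threshold, 6330 in the same direction and 130 in opposite directions. A further 2313 genes passed in weanlings alone and 3805 in adults alone. Over the genes called at both ages, Pearson's r between the log2 changes was 0.904 and the slope of weanling on adult values was 0.835. Over all tested genes r was 0.766. These correlations run across genes, which are not independent replicates, and both changes carry the error of 3 libraries per group.

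**Figure D3:**
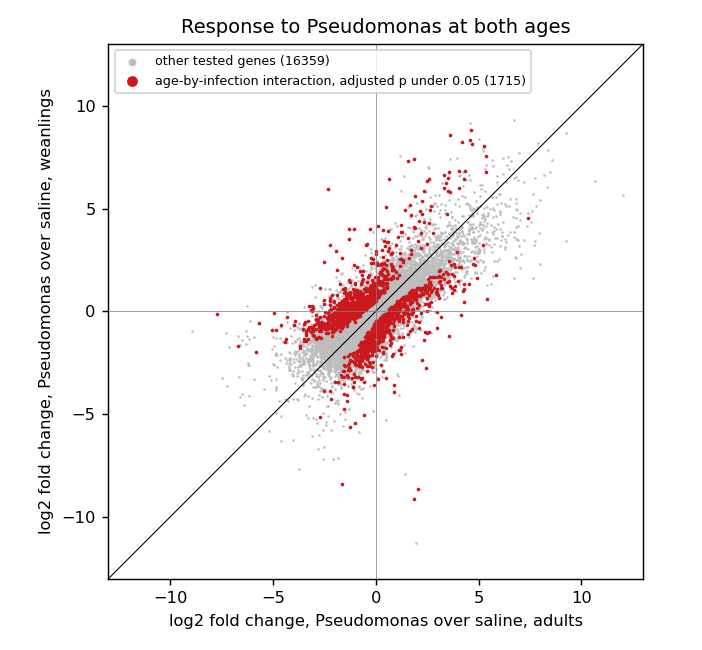
Log2 change after Pseudomonas in adults (x axis) against that in weanlings (y axis), with a point for each of 18074 tested genes and those with an interaction marked. Of the 6460 genes that passed the threshold at both ages, 6330 lie on the same side of 0 on both axes.

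Whether the response differed with age was tested by the interaction itself. It passed the threshold for 1715 genes, 1056 with a positive and 659 with a negative value, and 5049 genes had an unadjusted p under 0.05. Of the 1715 genes, 433 changed in the same direction at both ages, 199 of them more in weanlings and 234 more in adults. Another 130 changed in opposite directions, 424 had been called in weanlings alone, 727 in adults alone and 1 at neither age. The count depended on the test and on single libraries. The DESeq2 Wald test gave 2996 genes, leaving out single libraries gave between 651 and 2445, and 3 of 32 regroupings of the libraries gave a count as large, each of which kept the infected libraries split by age. Without the TMM correction 2483 genes passed, 2004 positive and 479 negative, with the median over all genes moved from 0.03 to 0.23.

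The largest fitted positive interactions were those of Cxcl9, Gm4841 and Ccl7. Cxcl9, an interferon-induced chemokine gene, rose from 1.59 ± 0.43 to 249 ± 178 CPM in weanlings and from 4.55 ± 2.83 to 13.3 ± 2.5 CPM in adults (SD, n = 3 each). Its interaction was 5.73 (SE 0.78, adjusted p 0.0044). Gm4841, a member of a family of interferon-inducible GTPase genes with similar sequences and therefore uncertain, had an interaction of 5.28 (SE 1.13, adjusted p 0.017). Ccl7 also passed (adjusted p 0.0081), and since its weanling saline counts lay under the floor, its rise in weanlings was at least 17.6-fold that in adults. The largest negative values were those of Ppp2r2c (-4.46, SE 0.82, adjusted p 0.010), Egln3 (-3.29, SE 0.84, adjusted p 0.032) and Per1 (-3.26, SE 0.43, adjusted p 0.0044). Egln3, encoding an oxygen-sensing prolyl hydroxylase, rose from 1.36 ± 0.46 to 41.6 ± 28.6 CPM in adults and from 1.79 ± 0.35 to 5.60 ± 2.52 CPM in weanlings (SD, n = 3 each). It passed in 4 of the 12 fits that left out a library. Per1, a circadian clock gene, rose from 31.8 ± 14.2 to 609 ± 47 CPM in adults and from 145 ± 8.5 to 288 ± 97 CPM in weanlings (SD, n = 3 each). Per1 was also higher in weanlings after saline, by 2.18 (SE 0.31, adjusted p 0.0040). Of 12 other clock genes, 10 differed between infected weanlings and infected adults and 0 between the ages after saline (3 at an unadjusted p under 0.05). Among the panel, 2 of 10 genes had an interaction, with adjustment over all genes and over the panel alone. They were Ccl2 (3.42, SE 0.51, adjusted p 0.0057) and Nfkbia (-1.51, SE 0.38, adjusted p 0.030), and Nfkbia passed in only 2 of the 12 fits that left out a library.

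The gene lists were compared in the same way. The NF-kB list rose by a median log2 value of 3.61 in weanlings (adjusted p 2.8e-35) and 3.73 in adults (adjusted p 3.2e-31), with 39 of 40 genes called higher at each age. Its interaction was -0.21 (adjusted p 0.93). The alternative that moved the lists most was the inter-gene correlation estimated from the data, under which the NF-kB adjusted p was 0.081 at both ages. The interferon list rose by 1.12 in weanlings (adjusted p 3.3e-04, but 0.11 in the fry test) and changed by -0.30 in adults (adjusted p 0.64). Its interaction was 1.51 (adjusted p 4.7e-10), with 42 of 44 genes positive and 5 called. That interaction did not hold in the fry test (adjusted p 0.16) or with the estimated correlation of 0.82 between genes of the list (adjusted p 0.81), though the latter test missed the NF-kB list as well, and 3 of 32 regroupings gave a median as large, the real one and 2 that kept the infected libraries split by age. The library scores show the spread. They were 5.81, 6.33 and 4.78 in weanlings given saline and 7.45, 6.81 and 7.14 after infection. In adults they were 6.66, 6.37 and 4.78 after saline and 5.13, 6.47 and 5.35 after infection.

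The endothelial identity list changed by -0.47 in weanlings (adjusted p 0.033) and by 0.04 in adults (adjusted p 0.95), with an interaction of -0.34 (adjusted p 0.0041). The weanling value did not hold after the GC correction (adjusted p 0.052), in the fry test (adjusted p 0.091) or with the estimated correlation (adjusted p 0.81). On library size alone the adult value was -0.46, in a scale where the median of all genes was -0.60. The interaction did not hold in the fry test (adjusted p 0.23) or with the estimated correlation (adjusted p 0.81), and 8 of 32 regroupings gave one as large, the real one, 5 that kept the infected libraries split by age and 2 that mixed them. The cell cycle list changed by 0.59 in weanlings (adjusted p 0.10) and 0.58 in adults (adjusted p 0.083). The adult value passed in the fry test (adjusted p 0.047) and with library size only (adjusted p 0.041). Its interaction of -0.08 (adjusted p 0.65) changed sign to 0.11 with library size only.

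**Figure D4:**
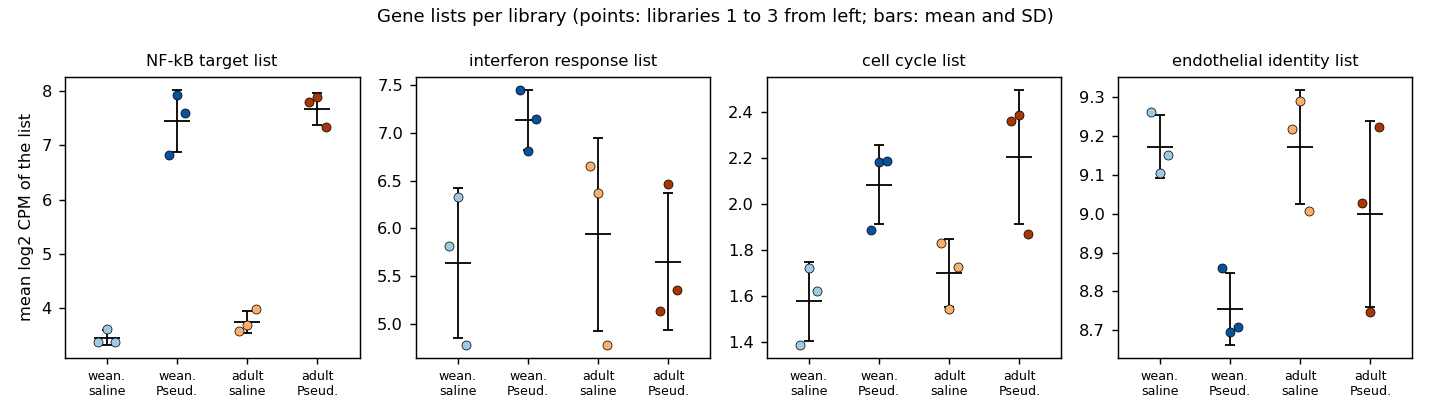
Mean log2 CPM of the genes of each of the 4 lists in each of the 12 libraries, with points for libraries and bars for group means and SD. NF-kB scores lay between 6.81 and 7.93 in infected libraries and between 3.38 and 3.98 after saline, whereas interferon scores of adults overlapped between saline (4.78 to 6.66) and infection (5.13 to 6.47).

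Age was compared after saline. In these uninfected lungs, 385 genes passed the threshold, 201 higher and 184 lower in weanlings. The count rose to 1218 genes when only the 6 libraries compared were fitted and fell to between 110 and 241 when single libraries were left out. Eln, the elastin gene, stood at 3587 ± 867 CPM in weanlings and 285 ± 75 CPM in adults (SD, n = 3 each; log2 difference 3.66, SE 0.34, adjusted p 3.0e-04). Slc4a1, a red cell membrane gene, was higher in weanlings by 4.32 (SE 0.54, adjusted p 0.0020), and the share of counts in red cell markers differed in the same direction (log2 ratio 1.69, exact permutation p 0.2). Adamts17 was higher by 4.15 (SE 0.64, adjusted p 0.0062). The share of counts in fibroblast and mural cell markers was also higher in weanlings (log2 ratio 1.25, exact permutation p 0.3). Gzmb, Prf1 and Gzma, genes of cytotoxic lymphocytes, had log2 differences of -3.33, -3.27 and -2.80 (SE 0.55, 0.53 and 0.59, adjusted p 0.0099, 0.0096 and 0.032). All 3 lost the threshold in some of the fits that left out a library. Eln and Adamts17 each overlap another annotated gene. The NF-kB list differed by -0.12 (adjusted p 0.0022) and the interferon list by -0.28 (adjusted p 0.033), neither of which held in the fry test. The cell cycle list differed by -0.16 (adjusted p 0.29) and the endothelial identity list by -0.02 (adjusted p 0.95).

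After infection, 5434 genes differed between the ages, 3146 higher and 2288 lower in weanlings. With library size only, 6308 genes passed, 4967 higher and 1341 lower, with the median over all genes moved from 0.03 to 0.27. Fitting only the 6 infected libraries gave 2758 genes. Gm4841 was higher in weanlings by 5.50 (SE 0.87, adjusted p 0.0011), Slc4a1 by 5.11 (SE 0.61, adjusted p 2.9e-04) and Saa2 by 4.90 (SE 0.34, adjusted p 2.2e-05). Saa2 stood at 1.64 ± 0.58 CPM in infected adults (SD, n = 3). Ppp2r2c was lower in weanlings, with a log2 difference of -4.85 (SE 0.66, adjusted p 5.4e-04). Pcp4l1 stood at 1.69 ± 0.42 CPM in infected weanlings and 38.2 ± 6.2 CPM in infected adults (SD, n = 3 each; log2 difference -4.50, SE 0.21, adjusted p 9.2e-07). Tmeff2 differed by -3.86 (SE 0.24, adjusted p 1.1e-05), and it overlaps other annotated genes. The interferon list was higher in weanlings by 1.25 (adjusted p 1.8e-07) and the endothelial identity list differed by -0.41 (adjusted p 0.0037), neither of which held in the fry test. The NF-kB list differed by -0.63 (adjusted p 0.093), and by -0.71 when leukocyte markers and chemokines were left out of it (adjusted p 7.0e-04). With library size only it differed by -0.40 (adjusted p 0.031). For the full list the adjusted p was 0.41 in the fry test and 0.81 with the estimated correlation. The cell cycle list differed by -0.19 (adjusted p 0.29).

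Marker genes of other cell types were measured as shares of the counts. Endothelial markers held 1.94% ± 0.09 of counts in weanlings given saline and 1.21% ± 0.14 after infection (SD, n = 3 each, exact permutation p 0.1). In adults they held 1.93% ± 0.09 and 1.35% ± 0.18 (SD, n = 3 each, exact permutation p 0.1). These shares carry no TMM correction. With library size only, the median log2 change of all genes was -0.31 in weanlings and -0.60 in adults. The endothelial log2 ratio of -0.68 in weanlings exceeded that general shift, and the ratio of -0.52 in adults did not. Neutrophil markers rose from 0.0218% ± 0.015 to 0.0964% ± 0.042 in weanlings (SD, n = 3 each, exact permutation p 0.1) and from 0.0323% ± 0.034 to 0.374% ± 0.286 in adults (SD, n = 3 each, exact permutation p 0.2). Lymphocyte markers went from 0.0378% to 0.0090% in weanlings and from 0.0280% to 0.0077% in adults (exact permutation p 0.1 at each age). Airway epithelial markers went from 0.0298% to 0.0034% and from 0.0218% to 0.0073% (exact permutation p 0.1 at each age). In infected lungs the red cell share was higher in weanlings than in adults by a log2 ratio of 2.60 and the fibroblast and mural share by 1.72 (exact permutation p 0.1 each). The airway epithelial share went the other way, with a log2 ratio of -1.08 after infection and 0.45 after saline (exact permutation p 0.1 each). Across 36 such tests the smallest adjusted p was 0.3, and 0.1 is the smallest p that 3 against 3 libraries can give. Measured as mean log2 CPM of the markers, the lymphocyte difference between ages changed sign, to -0.78 after saline and -0.26 after infection.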

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

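The results below stand out because the effect of infection differed between the ages by a test of the interaction; of the tests described, those of library scaling, GC content and shared variation for the lists and named genes, and the regroupings of lists within single contrasts, were chosen only after the result was seen.

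The interaction passed the threshold for 1715 genes. The 12 libraries were regrouped by exchanging age labels within each treatment, and of 32 regroupings that parted every same-numbered pair, 3 gave as many genes, the real one included. Of 68 others, which kept some same-numbered libraries together, 1 did. Regroupings that left the infected libraries split by age and mixed only the saline libraries gave between 710 and 1735 genes among 6, while those that mixed the infected libraries and kept saline split by age gave at most 1 gene. A count of 3741 came from exchanging the ages in a single treatment as a whole, which adds the age differences and is not a null split. Each regrouping that reached 1715 genes kept the infected libraries split by age, and so kept any age difference among them, while the regroupings that mixed both treatments gave 0 genes. Mixing the infected libraries placed their age difference, of 5434 genes, inside the groups, which widens the spread there. The low counts of those regroupings could therefore be foreseen and do not show what the count depends on. The real count was not beyond what regrouping the saline libraries gave. The regroupings thus do not tell whether the age grouping of the saline libraries adds to the count. An age difference among infected animals alone would itself be an interaction as defined here. Weanling Pseudomonas replicate 1, which lay nearer to saline, was not its source, since 2445 genes passed without it. Without the male-like weanling saline replicate 1, 763 genes passed, but leaving out weanling saline replicate 3 gave the lowest count of 651. Library size only gave 2483 genes and the GC correction 1652. With the shares of leukocyte and alveolar markers as covariates 1818 genes passed, and 1265 of them were among the 1715 with the same sign. In 20 fits with random covariates from 0 to 2628 genes passed (median 323), of which 0 to 1584 were among the 1715. Because random covariates alone could remove every call, this test could not have singled out RNA from those cells, and it leaves that explanation open. A difference between the ages in the response may underlie the 1715 genes as a hypothesis, but it cannot be told apart from RNA of leukocytes and alveolar epithelium. RNA of red cells, of fibroblasts and mural cells, and of airway epithelium was not tested for the interaction. The log2 ratios of those shares between ages were 2.60, 1.72 and -1.08 after infection and 1.69, 1.25 and 0.45 after saline. A different hour of harvest was not excluded either, since 7 of 12 clock genes had an interaction.

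The interferon list had an interaction of 1.51. It kept its sign and passed with the marker covariates (adjusted p 3.4e-15), with library size only (6.1e-08) and after the GC correction (7.5e-10). The lists were not tested with random covariates, so for no list does passing with the marker covariates exclude RNA from other cells. The fry test, which the NF-kB list passed in infected weanlings (adjusted p 5.7e-05), gave an adjusted p of 0.157. With the inter-gene correlation estimated from these libraries the adjusted p was 0.806, but under that test even the NF-kB list did not pass (0.081), so it cannot tell. Of the regroupings, 3 of 32 regroupings, the real one included, gave a median as far from 0. The other 2 kept the infected libraries split by age, so they do not test an age difference among infected animals. Of the 24 that mixed the infected ages, 0 gave such a median, and of 60 that mixed them but kept some same-numbered pairs together, 3 did. Interferon genes moved together between animals of the same group, and the data cannot part an age difference from that shared variation. The adjusted p ranged from 3.4e-15 to 0.806 over the alternatives.

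The endothelial identity list had an interaction of -0.34. Its adjusted p was 6.1e-05 with the marker covariates, 0.0094 with library size only, 0.012 after the GC correction, 0.233 in the fry test and 0.806 with the estimated correlation, which cannot tell here either. Of 32 regroupings, 8 gave a median as far from 0. Of the 7 other than the real one, 5 kept the infected libraries split by age and 2 mixed them (of 24 that did). It is subject to the same limit. The NF-kB and cell cycle lists had no interaction, with 22 and 26 of 32 regroupings as far from 0.

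Single genes with an interaction were Cxcl9 (5.73), Gm4841 (5.28), Ccl7 (fitted 4.97, and at least 4.14 with its weanling saline level set to the floor), Ccl2 (3.42), Nfkbia (-1.51), Egln3 (-3.29), Per1 (-3.26) and Ppp2r2c (-4.46). With library size only and after the GC correction 8 of the 8 kept their direction and passed, and 7 did with the marker covariates, where random covariates left between 0 and 8, so that RNA from other cells was not excluded. Cxcl9, Gm4841, Ccl7, Ppp2r2c, Per1 and Ccl2 passed in 12 of 12 fits that each left out a library, Egln3 in 4 and Nfkbia in 2. Reads shared between relatives of Gm4841 were not tested, and Ccl2 and Ppp2r2c overlap other annotated genes. An age difference in the response of the 6 stable genes remains a hypothesis. Strain and sequencing batch could not be examined, because the labels give 1 strain and no batch.

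Regroupings were also made within each contrast, where 4 splits of the 6 libraries part every same-numbered pair and 6 do not, so that no share under 0.1 is possible. For infection in weanlings, infection in adults, age after saline and age after infection, only the real split gave as many genes, 1 of 4 in each and 0 of the other 6, and the next highest split gave at most 3 genes. For the genes changed at both ages it was 1 of 16, and 0 of the other 84. Mixing libraries that differ places the difference inside the groups here too, which widens the spread. These low counts of genes could therefore be foreseen and lend no support to the real split. For list medians the number was 1 of 4 for every list in infected weanlings, for the NF-kB and cell cycle lists in infected adults, for the cell cycle list after saline, and for the NF-kB, interferon and endothelial lists between infected ages. It was 2 of 4 for the cell cycle list between infected ages, 3 of 4 for the NF-kB, interferon and endothelial lists after saline, and 4 of 4 for the interferon and endothelial lists in infected adults.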

How the results depend on the processing

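A GC correction, the same correction with the replicate block, and the estimated inter-gene correlation were chosen after the data were seen. Counts of genes for infection in weanlings, infection in adults, age after infection and both ages stayed within 1.5-fold under both filters, every scaling, DESeq2, the GC correction and the replicate block. The count for age after saline was 385. It was 755 with no low-count filter (323 higher, 432 lower), 964 with the DESeq2 Wald test, 1218 with only the libraries compared, 230 with the replicate block and 228 with the replicate block and the GC correction. The interaction gave 2996 genes under DESeq2, and the age contrast after infection 2758 with only the libraries compared. A further threshold of a log2 change of 1 left 5205 genes in weanlings, 6513 in adults, 2515 for age after infection and 3450 at both ages. In the fits that each left out a library, age after saline gave from 110 to 241 genes and the interaction from 651 to 2445. The other counts gave from 6891 to 10484 in weanlings, 9118 to 9610 in adults, 3900 to 5290 for age after infection and 5144 to 8261 at both ages. The cause of these differences was not tested.

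With the replicate number as a block, 8584 genes passed in weanlings, 5072 for age after infection, 1365 for the interaction and 6329 at both ages. The block gave interactions of -0.21, 1.56, -0.10 and -0.38 for the NF-kB, interferon, cell cycle and endothelial lists. Same-numbered libraries deviated together with mean correlations of 0.045 in the weanling contrast, 0.026 after saline, 0.053 after infection and -0.0087 over all pairs of groups. They were different animals.

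For the interaction of the interferon list (1.51) and of the endothelial list (-0.34), the fry test gave adjusted p of 0.157 and 0.233 and the estimated correlation 0.806 for each. Leaving out a library gave from -0.54 to -0.25 for the endothelial interaction, which lost the threshold in 1 fit (adjusted p 0.0518), and from -0.21 to 0.044 for the cell cycle interaction. With library size only, the median of all genes moved furthest for infection in adults, from -0.10 to -0.60, and 5 results changed sign. The endothelial list did so in adults (-0.46) and after saline (0.024). The cell cycle list did so between infected ages (0.037) and in the interaction (0.11), and Irf1 in the interaction (0.040). None of the 5 passed the threshold in either scaling. Other results that changed sign when a library was left out were the endothelial list after saline (-0.080 to 0.050) and in adults (-0.061 to 0.19), the interferon list after saline (-0.68 to 0.034), and the interactions of Irf1 (-0.38 to 0.21), Sele (-0.25 to 0.85) and Cxcl1 (-0.95 to 0.74).

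Marker shares measured as mean log2 CPM changed sign for 5 age ratios: after saline endothelial (-0.0011), neutrophil (0.14), lymphocyte (-0.78) and alveolar (-0.26), and after infection lymphocyte (-0.26). When a library was left out, log2 ratios after saline ran from -0.031 to 0.044 for endothelial markers, -1.29 to 0.75 for neutrophil, -0.93 to 0.25 for macrophage, -0.25 to 0.61 for alveolar and -0.030 to 0.99 for platelet markers. In weanlings they ran from -0.30 to 0.41 for macrophage, -0.29 to 0.35 for fibroblast and -0.23 to 0.91 for red cell markers. In adults they ran from -0.17 to 0.96 for macrophage, -1.04 to 0.092 for red cell and -0.17 to 0.82 for platelet markers.

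Across the alternative filters, scalings, tests, gene lists, block and GC correction with every library kept, list tests lost the threshold in 20 cases and gained it in 4, and named genes lost it in 2 (Gzma after saline and the interaction of Egln3, both under the block). Across fits that left out a library, named genes lost the threshold in 25 cases and gained it in 3, and lists lost it in 4 and gained it in 5. Every library lay at or under the floor for Ccl7 in weanlings given saline and Lbx1 in adults given saline. Changes of Saa2 in weanlings (2 to 4 saline counts) and Mt2 in adults (0 to 6) rest on counts near it. The change of Csf3 in adults rests on saline counts of 0, 1 and 44.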

Other observations

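Of the tests in the paragraphs below, those of library depth, of the Y-linked reads, of Xist, of scaling for the imprinted list, of both lists by fry and of the clock genes in infected animals were chosen only after the result was seen.

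Weanling Pseudomonas replicate 1 responded less than its mates. It was not the shallowest infected library, with 30.2 M counts. If it had held RNA from cells that did not respond, raised and lowered genes would have reached the same fraction of the change seen in the other infected weanlings. The median fraction was 0.47 over 697 genes raised by a log2 value of at least 2 and 0.77 over 571 genes lowered as much, a difference of -0.30. The quartiles overlapped, at 0.285 to 0.786 for raised and 0.621 to 0.909 for lowered genes. The medians of this 1 library thus lean against a uniform admixture but do not exclude it. A weaker or earlier response of that animal may be considered as a hypothesis. Its interferon score of 7.45 was nevertheless the highest of the 12 libraries.

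The labels do not give the sex of the animals. Weanling saline replicate 1 held 6378 counts from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and 130 from Xist, which is expressed from the inactive X chromosome. Every other library held between 2817 and 12642 Xist counts. Y-linked counts were 508 and 217 in weanling saline replicates 2 and 3 and at most 23 elsewhere. The share in replicate 2 was 26.1 times the highest share outside its group, more than a random exchange of sample indexes would leave. The ratios of replicate 2 to replicate 1 ran from 7.18% to 11.3% over the 4 genes, with a spread of 1.57, and those of replicate 3 from 2.42% to 4.53%. Carry-over from replicate 1 and a pool with some male tissue could both give such ratios and cannot be told apart.

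Xist was lower after infection in adults, at 289 ± 45 CPM after saline and 155 ± 13 CPM after infection (SD, n = 3 each, exact permutation p 0.1, the smallest possible). In the fit of all 12 libraries the log2 change was -0.90 (SE 0.87, adjusted p 0.395), which did not pass, because the male-like library raised the estimated spread. In that fit the value was -1.39 with library size only (adjusted p 0.193), -0.85 after the GC correction (adjusted p 0.419) and 0.53 with the marker covariates (SE 1.56, adjusted p 0.807). The tests were then repeated without weanling saline replicate 1, a choice made after these values were seen. In those 11 libraries the change was -0.90 (SE 0.18, adjusted p 0.0017), -1.39 with library size only, -0.86 after the GC correction and -0.92 with the marker covariates. Male animals did not account for it, since the Y-linked share of infected adults was at most 0.31% of that of the male-like library. The interaction was 0.79 (adjusted p 0.114), so a difference between the ages was not shown. A fall of Xist in infected adult endothelium may be examined as a hypothesis, with the reservation that its call depends on leaving out a library.

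Interferon scores of uninfected animals were uneven. Replicate 3 had the lowest score at both ages, 4.78 in weanlings and 4.78 in adults, against 5.81 to 6.66 in the other saline libraries. No explanation was tested.

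A list of imprinted genes, expressed from a single parental copy, was written after Peg3 was seen among the genes that differed with age, and leaves Peg3 out. After saline it was higher in weanlings by a median of 0.52, with 17 of 21 genes higher and 6 called (adjusted p 1.4e-11). The adjusted p was 2.9e-11 after the GC correction, 8.8e-07 with the fibroblast and mural marker share as a covariate, 1.1e-11 with library size only, 5.5e-11 without the male-like library, 1.2e-04 in the fry test and 0.0048 with the estimated correlation. Library scores were 3.11, 3.10 and 3.33 in weanlings and 2.40, 2.26 and 2.14 in adults. Of the 4 splits that part every same-numbered pair, 1 gave a median as large, and 0 of the other 6. With so few splits the pattern cannot be told apart from the grouping of these animals. With every library it did not pass the camera test between infected animals, where the median difference was 0.19 with 12 of 21 genes higher (adjusted p 0.0545), or 0.055 with the fibroblast and mural covariate (adjusted p 0.281), and 3 of 4 splits gave a median as large. It did pass in the fry test (adjusted p 0.0025), and without weanling Pseudomonas replicate 1 (adjusted p 0.0167), with a median of -0.0011 and 11 of 22 genes higher. Library scores after infection did not overlap either, at 2.84, 3.21 and 3.01 in weanlings and 2.64, 2.30 and 2.51 in adults. Between infected animals 8 genes of the list were called higher in weanlings and 2 lower. The interaction of this list was -0.26 (camera adjusted p 0.055, fry adjusted p 0.028). The camera test passed after the GC correction (adjusted p 0.042) and with the fibroblast and mural covariate (0.048). It did not pass with library size only (0.057) or without weanling Pseudomonas replicate 1 (0.140). Of 32 regroupings, 19 gave a median as far from 0. A higher level of imprinted genes in uninfected weanlings remains a hypothesis, and whether it is limited to uninfected animals was not settled.

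A list of nucleolar genes was written after Utp20 and Rrp12 were seen among genes with an interaction, and leaves them out. Its interaction was 0.70, with 31 of 36 genes positive and 17 called (adjusted p 3.1e-10). The adjusted p was 1.1e-12 with library size only, 7.8e-10 after the GC correction and 1.6e-16 without weanling Pseudomonas replicate 1. Of 32 regroupings, 1 gave a median as large, the real one. Of 68 others, 0 did. The fry test gave an adjusted p of 0.0025. With the correlation of 0.36 estimated between its genes the adjusted p was 0.246, the highest over the alternatives, but that test also missed the list in infected weanlings (0.122), where 36 of 36 genes were called higher, so it cannot tell. After saline the median difference of weanlings from adults was -0.26, with 1 of 36 genes positive (camera adjusted p 2.3e-05, fry 0.048). Between infected animals it was 0.48, with 27 of 36 genes positive (camera adjusted p 6.6e-05). Part of the interaction thus lay in the uninfected animals. A larger rise of nucleolar genes in weanlings, from a lower level after saline, remains a hypothesis. Library scores were 4.68 to 4.81 and 5.71 to 6.11 in weanlings before and after infection, and 4.93 to 5.01 and at most 5.57 in adults.

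Per1 differed with age in its response. If the time of day at harvest had differed between the saline groups, other clock genes would have differed too, and 0 of 12 did (3 at an unadjusted p under 0.05). Those with the smallest adjusted p, Per3 (0.67), Ciart (0.61) and Per2 (0.77), were higher in weanlings, as was Per1. Of the 12, only Nr1d1 (-0.35), Bhlhe41 (-0.92) and Arntl (-0.26) were lower. A difference in hour between the saline groups was therefore not excluded. Per1 itself was higher in weanlings after saline, by 2.18 (adjusted p 0.0040). Exposure to glucocorticoids, which induce Per1, would have moved its other targets, and 2 of 6 had an interaction in the direction of Per1, fewer than the 3 set beforehand. After saline, however, 1 of the 6 was called higher in weanlings (Tsc22d3, 1.17, adjusted p 0.0048) and 4 had an unadjusted p under 0.05, so glucocorticoid exposure may still bear on the saline difference of Per1. Between infected weanlings and infected adults, however, 10 of 12 clock genes differed, 8 lower and 2 higher in weanlings. Dbp differed by -2.64, and Arntl and Npas2, which peak at the opposite phase, by 1.29 and 2.27. The interaction passed for 7 of 12. A different hour of harvest for the infected animals could give this pattern, and the 10 genes cannot be told apart from an effect of infection on the clock.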
